A study of Mus musculus with 44 samples.

How the data were processed

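The data are RNA sequencing counts of mouse liver, 1 library per mouse, from strand-specific libraries per the labels. The authors deposited a table of raw read counts per Ensembl gene, not normalised, with 1 column for each of the 44 libraries and 35249 genes. The aligner, the counting program, the genome build and the annotation are not stated, so no coordinates are given. Values were whole numbers without negatives. Gene identifiers were paired with symbols through the reference gene tables, in which 34373 genes matched and 876 (0.0838% of counts) kept their identifier. The order of genes along chromosomes was taken from GENCODE M21, and used only to say which genes are neighbours.

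Groups were taken from the labels as genotype and diet, which gave 9 groups of 3 to 6 mice. Replicate numbers were not treated as pairs. The labels name no batch, sex or litter. Total counts per library ranged from 2476268 to 88204703, and genes detected from 16045 to 26440. Counting floors were set at 3 counts of the group's smallest library. A fold against a group whose libraries were all at or under that floor is given as a lower bound, except where a fitted value is stated. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. No library pair within a group was a duplicate of another (chi-square per degree of freedom 6.59 to 96.7 over genes).

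Genes were kept by filterByExpr (minimum count 10) using the 9 groups, which left 14862 genes with 99.8% of counts. Libraries were scaled by TMM, with factors of 0.799 to 1.34. The main test was the edgeR (4.0.16, in R 4.3.3) quasi-likelihood F test over all 44 libraries with 1 mean per group, so that small groups shared the dispersion estimate. It was run for 17 contrasts, which were diet against control within each genotype, CD-HFD against CD-LFD in WT, each knockout against WT within each diet, and the 4 interactions of knockout and diet. P values were adjusted by Benjamini-Hochberg within each contrast, with a threshold of 0.05, and called genes are those under it. SE is the log2 change divided by the square root of the F statistic. Ripk3, Mlkl, Xist and Ddx3y are given as CPM over all counts of the library, and other genes as CPM scaled by TMM.

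Genes named in the text followed a rule. For the WT diet comparisons against control and the knockout comparisons on CD-HFD the 4 largest rises and 4 largest falls were named, and 2 and 2 for each other comparison. A gene had to be called, to have a mean log2 CPM of at least 1, to have no overlap between the values of the compared groups (not required for interactions), and to have a symbol that is not a predicted gene. Ripk3 and Mlkl were always named. The comparisons, tests, naming rule, gene lists and all alternatives not marked as added later were chosen before the data were examined.

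For gene lists, the score of a library was the mean log2 CPM (TMM, prior count 2) over the list's genes that passed the filter. Scores were compared by two-sided exact permutation tests, and interactions by permuting genotype labels within diets, with Benjamini-Hochberg adjustment over the 14 tests of each of 3 families. The 7 lists were fibrosis (20 of 20 genes used), inflammation (20 of 21), proliferation (20 of 20), HCC-associated (19 of 21), lipid handling (17 of 18), choline and methionine metabolism (20 of 20), and necroptosis and cell death components (20 of 20). A further 13 lists of marker genes were used as checks of composition, sex and time of day. The retained diet response is the slope through the origin of the CD-HFD change in held-out mice on that in 3 against 3 discovery WT mice. Its genes had an adjusted p under 0.05 and a change of at least 2-fold in the discovery mice by limma-trend (limma 3.58.1), and the median over 100 random splits was taken.

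Alternatives changed 1 choice at a time. For the gene tests they were RLE size factors, library size only, no count filter, DESeq2 (1.42.0), fitting only the compared groups, a robust fit, the replicate number as a block, and leaving out each library in turn. For the lists they were RLE, library size, the median over genes, genes scaled to unit SD, and leaving out each library. For the retained response they were no fold-change minimum, library size only, a mean log2 CPM of at least 1, and leaving out each library of the knockout. After the data had been seen, 3 were added: a clock-phase covariate, comparisons within 1 clock phase, and leaving out the 2 WT control libraries with most predicted-gene counts. Clock phase was set from the largest gap leaving at least 5 libraries on each side (1.01 on the log2 scale, next 0.762) in the log2 ratio of Arntl to Dbp over all libraries, which put 11 libraries on one side and 33 on the other.

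The gene tests were checked on simulated data with 200 changed genes, in which the WT CD-HFD comparison recovered 61.5% of 2-fold and 94.0% of 4-fold changes and the MlklKO interaction with CD-HFD recovered 19.0% and 71.5%. No changed gene was called with the wrong sign, and 1 to 14 unchanged genes were called. Correlations between comparisons that share libraries were set against 20 simulations with the shared libraries alone. These drew each gene independently, with the same dispersion in every group. Variation that genes share within a library, and wider spread in the shared group, are left out, so the simulated correlations may be too low. Other splits of the libraries into groups of the same sizes were fitted up to 100 times per contrast. The measurements of inflammation, tumours and signalling that the study also made were not used here.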

Results

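Gene expression was measured by RNA sequencing of liver from mice of 3 genotypes, each kept for 6 months on 1 of 3 diets. The genotypes were wild type (WT), a knockout of Ripk3 (Ripk3KO) and a knockout of Mlkl (MlklKO). RIPK3 is a kinase and MLKL the membrane-disrupting protein it activates in necroptosis, a programmed form of lytic cell death, so that necroptosis is blocked in both knockouts. The diets were a normal chow (control), a choline-deficient low-fat diet (CD-LFD) and a choline-deficient high-fat diet (CD-HFD). The 44 libraries comprised 6 WT mice per diet, Ripk3KO groups of 6 (control), 3 (CD-LFD) and 4 (CD-HFD), and MlklKO groups of 6 (control), 4 (CD-LFD) and 3 (CD-HFD). Total counts per library ranged from 2476268 to 12471844 in 43 libraries, and WT CD-LFD replicate 3 held 88204703.

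The targeted genes were examined first in every sample. Ripk3 (ENSMUSG00000022221) was measured at 1.84 ± 1.66 CPM (counts scaled to the library total; mean ± SD, n = 6) in WT livers on the control diet, 2.75 ± 1.67 (n = 6) on CD-LFD and 3.91 ± 1.38 (n = 6) on CD-HFD. In Ripk3KO livers it was 0.254 ± 0.392 CPM (n = 6), 0.0272 ± 0.0471 (n = 3) and 0.0767 ± 0.0984 (n = 4) on the same diets. Of the 13 Ripk3 counts in the 6 Ripk3KO control libraries, 9 came from the library labelled Ripk3KO control replicate 5 (1.01 CPM), and the other 5 libraries held 0 to 0.263 CPM. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment gave a log2 difference between Ripk3KO and WT of -2.30 (SE 0.584, adjusted p 0.0157) on the control diet, -5.36 (SE 0.974, adjusted p 0.00162) on CD-LFD and -5.53 (SE 0.763, adjusted p 2.42e-05) on CD-HFD. Every Ripk3KO library on CD-LFD and CD-HFD held 0 or 1 Ripk3 count, under the floors of 0.642 and 0.618 CPM. The differences on those diets are therefore fitted values, and their size is not established. Without WT control replicate 6 the control-diet difference was -1.71 with an adjusted p of 0.128, the only one of 12 leave-one-out fits past 0.05 (range 0.00125 to 0.128). Without the library labelled Ripk3KO control replicate 5 it was -3.54, also a fitted value, since the other 5 held 2 counts at most.

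Mlkl (ENSMUSG00000012519) was measured at 4.36 ± 1.29 CPM (n = 6) in WT livers on the control diet, 12.8 ± 3.08 (n = 6) on CD-LFD and 20.2 ± 1.95 (n = 6) on CD-HFD. In MlklKO livers it was 1.92 ± 0.527 (n = 6), 3.26 ± 0.471 (n = 4) and 8.01 ± 5.71 (n = 3), so that transcript was counted in all 13 MlklKO libraries. By the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, the MlklKO minus WT log2 difference was -1.15 (SE 0.281, adjusted p 0.00225) on the control diet, -1.71 (SE 0.277, adjusted p 0.00016) on CD-LFD and -1.29 (SE 0.292, adjusted p 0.294) on CD-HFD. The 3 CD-HFD values were 14.4, 6.02 and 3.55 CPM, the highest in the library labelled MlklKO CD-HFD replicate 1. Without that library the CD-HFD difference was -2.08 with an adjusted p of 0.00105, and over the 9 leave-one-out fits the adjusted p ranged from 0.00105 to 1. Both doubtful libraries were kept in the comparisons that follow, and values without them are given where they changed a call.

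**Figure D1:**
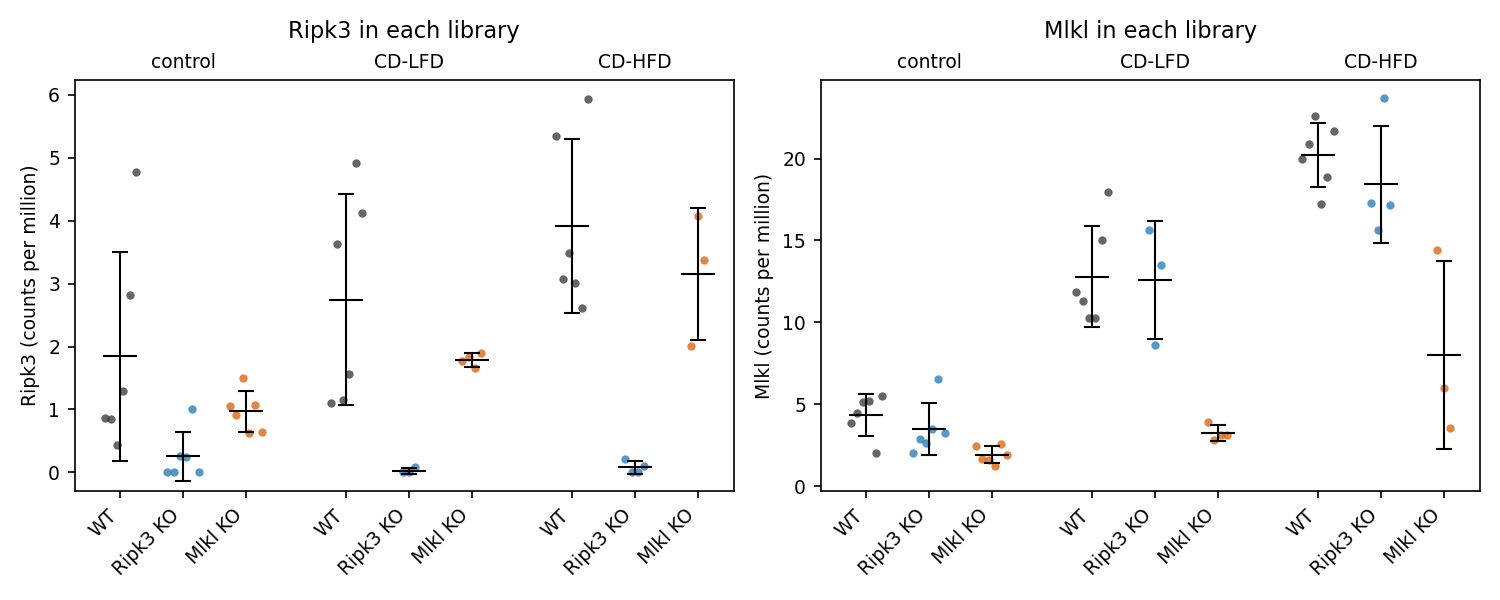
CPM of Ripk3 (left) and Mlkl (right) in each of the 44 libraries, by diet and genotype, with the mean and SD of each group. Ripk3 lay between 0 and 1.01 CPM in the Ripk3KO libraries, and Mlkl lay between 1.24 and 14.4 CPM in the MlklKO libraries.

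The first principal component of log2 CPM held 46.4% of the variance and ordered the diets. Its group means were -57.5 (WT), -69.2 (Ripk3KO) and -71.2 (MlklKO) on the control diet, 22.9, 15.5 and 7.75 on CD-LFD, and 76.9, 72.2 and 74.2 on CD-HFD. Every CD-HFD library lay above every control library on it (59.2 or more against -18.9 or less). The second component held 13.1%, and its widest group range was that of the WT control libraries (-8.16 to 87.5). WT control replicates 5 and 6 lay at 85.6 and 87.5 on it, and the other WT control libraries at -8.16 to 2.58.

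**Figure D2:**
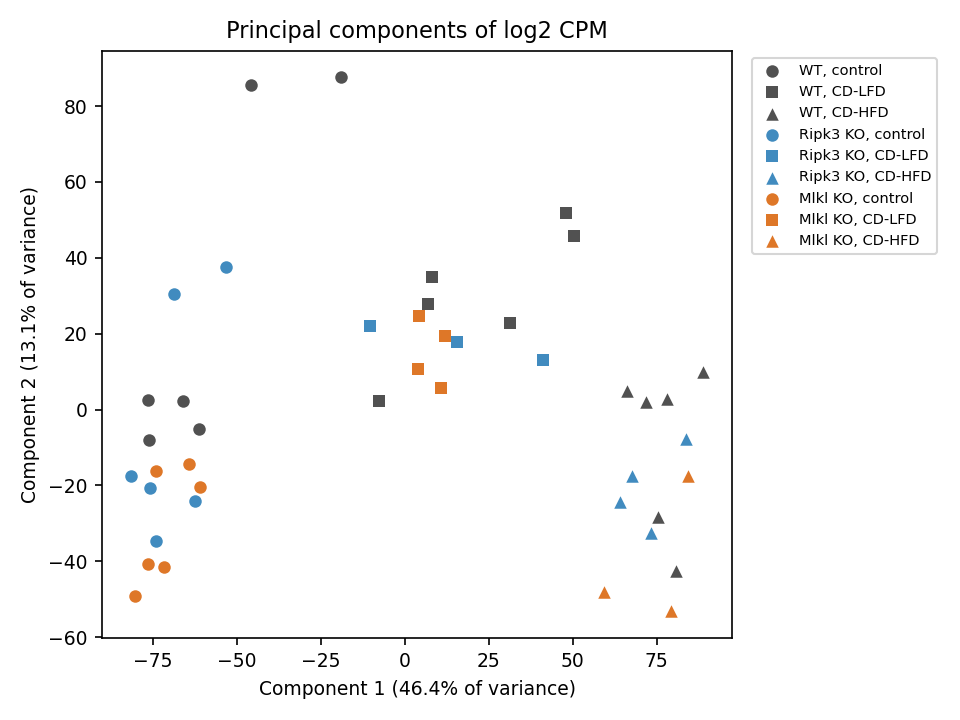
The first (horizontal) and second (vertical) principal components of log2 CPM for the 44 libraries, with colour for genotype and marker shape for diet. The CD-HFD libraries of the 3 genotypes lie together at 59.2 or above on the first component.

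The comparison of CD-HFD with the control diet in WT mice asked which genes the diet changed in the liver. Of 14862 genes tested, 7082 had an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 3496 higher and 3586 lower on CD-HFD, and 3743 of them changed at least 2-fold (2635 higher, 1108 lower). Fitting only the compared groups moved this count most, to 4895, and the other settings gave 6319 to 8161. The balance of higher and lower genes depended on the scaling: with library size alone in place of TMM, 6813 genes were higher and 1020 lower, and the median log2 change over all genes was 0.43 in place of -0.07. Changes are therefore relative to the bulk of genes. TMM factors averaged 0.891 ± 0.0480 (n = 6) in WT control and 1.26 ± 0.0797 (n = 6) in WT CD-HFD libraries. Of the WT libraries, 4 of the 6 on the control diet and 1 of the 6 on CD-HFD had the clock-gene ratio of another time of day than the rest, and 6319 genes passed between the 2 control and 5 CD-HFD libraries left when that phase was set apart.

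Among genes with fully separated groups (6 of 6 CD-HFD libraries beyond all 6 control libraries), the largest rises were in Mmp12, Timp1, Gpnmb and Cbx3-ps8. Mmp12 (ENSMUSG00000049723), a macrophage metalloelastase, was at 231 ± 106 TMM-scaled CPM on CD-HFD, at least 169-fold higher than the control group, whose libraries were at or under the floor of 3 counts (adjusted p 2.76e-22). Timp1 (ENSMUSG00000001131), a metalloproteinase inhibitor, was at 13 ± 5.13, at least 9.5-fold higher (adjusted p 4.61e-12), and Gpnmb (ENSMUSG00000029816), a transmembrane glycoprotein, rose from 0.524 ± 0.675 to 348 ± 175 (log2 change 9.77, SE 0.469, adjusted p 2.83e-20). The control mean of Gpnmb was under the floor of 1.37 CPM, so its change is a fitted value and the size is not established. Cbx3-ps8, a pseudogene with reads that its parent gene can share, was at least 7.01-fold higher (adjusted p 1.58e-07). The largest falls were in Mup7 (log2 change -8.04, SE 0.773, adjusted p 2.67e-11), Mup17 (-7.90, SE 0.782, adjusted p 5.43e-11) and Mup15 (-7.77, SE 0.743, adjusted p 2.39e-11), near-identical major urinary protein genes that share reads, and in Cyp2b10, a cytochrome P450, which was at least 13.8-fold lower (adjusted p 2.82e-10). All 8 genes kept their direction and an adjusted p under 0.05 in every alternative fit of this comparison.

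On CD-LFD, 4117 genes differed from the control diet in WT mice (2040 higher, 2077 lower, edgeR quasi-likelihood test), and 1814 when only the compared groups were fitted. Leaving out WT control replicates 5 and 6, which held the most counts of predicted genes, gave 6381. With library size alone, 4142 genes were higher and 737 lower (median log2 change 0.27). Sult1e1, a sulfotransferase, was at least 105-fold higher (144 ± 72.1 CPM, n = 6, adjusted p 2.09e-12) and Timp1 at least 2.1-fold higher (adjusted p 9.6e-07). Gpnmb rose by a log2 change of 6.84 (SE 0.469, adjusted p 1.79e-14) and Ly6d by 6.77 (SE 0.664, adjusted p 3.18e-10). The control mean of Gpnmb was under the floor, so its change is a fitted value here too. The falls with separated groups were led by Cyp2b10 (log2 change -5.76, SE 0.640), Mup15 (-5.18, SE 0.612), Mup9 (-4.78, SE 0.714) and Mup17 (-4.75, SE 0.655), each with an adjusted p of 2.85e-06 or less. Cyp2b10 was at 0.0939 ± 0.117 CPM on CD-LFD, under the floor, so its change is a fitted value and the size is not established. Of the 4117 genes, 3480 were also called on CD-HFD and 3470 of them changed the same way. The log2 changes on both diets correlated across genes at r = 0.875, where genes are not independent replicates and the shared control libraries alone gave a median of 0.646 in 20 simulations. Those simulations leave out variation that genes share within the control libraries, so 0.646 may be too low.

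Against CD-LFD, the high-fat diet changed 3140 genes in WT mice (2040 higher, 1100 lower, edgeR quasi-likelihood test, and 3058 higher and 500 lower with library size alone). H19, a non-coding RNA, was higher on CD-HFD by a log2 change of 5.81 (SE 0.772, adjusted p 3.67e-07), at 25.0 ± 33.0 against 0.417 ± 0.393 CPM (n = 6 each), and Mmp12 was higher by 3.76 (SE 0.247, adjusted p 1.62e-14). The CD-LFD mean of H19 was under the floor of that group, so its change is a fitted value and the size is not established. Chrna4 (-4.91, SE 0.773, adjusted p 7.73e-06) and Hsd3b5 (-4.31, SE 0.610, adjusted p 1.21e-06) were lower. All 6 WT CD-LFD libraries had the clock-gene ratio that 1 of the 6 WT CD-HFD libraries had. With clock phase as a covariate 2245 genes passed (1644 higher, 601 lower), and these 4 genes kept their direction and calls (adjusted p of 0.00253 or less).

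The same diet comparisons within each knockout asked whether the diet response occurred when necroptosis was blocked. In Ripk3KO mice 6884 genes differed between CD-HFD and control (3657 higher, 3227 lower), and in MlklKO mice 6718 (3699 higher, 3019 lower), by the edgeR quasi-likelihood test. Library size alone gave 6870 higher and 737 lower in Ripk3KO and 6364 higher and 727 lower in MlklKO. In Ripk3KO livers Gpnmb was at least 521-fold higher, Mmp12 rose by a log2 change of 9.87 (SE 0.389), Mup15 changed by -9.18 (SE 0.955) and Dct, at 5.98 ± 2.22 CPM on the control diet, was at least 12-fold lower. Mmp12 was at 0.273 ± 0.195 CPM in Ripk3KO control livers, under the floor of 0.722 CPM. Its change there is a fitted value, and the size is not established. In MlklKO livers Gpnmb rose by 11.05 (SE 0.492), Vmn2r3 was at least 29.2-fold higher, Moxd1 at least 103-fold lower and Mup15 at least 239-fold lower, with adjusted p of 0.000294 or less. On CD-LFD, 3576 genes differed from control in Ripk3KO mice (2075 higher, 1501 lower, or 3910 and 513 with library size alone) and 5638 in MlklKO mice (2925 higher, 2713 lower, or 3733 and 1913). Without Ripk3KO CD-LFD replicate 3 the Ripk3KO count was 1390. The CD-LFD changes in Ripk3KO were largest in Sult1e1 (log2 change 8.64, SE 0.669), Vmn2r3 (at least 15.0-fold higher), Cyp2b10 (at least 21.4-fold lower) and Mup15 (-5.66, SE 0.850). In MlklKO they were largest in Vmn2r3 (at least 8.44-fold higher), Gpnmb (7.56, SE 0.481), Moxd1 (at least 112-fold lower) and Cyp2b10 (at least 30.7-fold lower). All of these had separated groups and an adjusted p of 0.000141 or less.

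Of the 7082 genes called in WT on CD-HFD, 5135 (72.5%) were called in the same direction in Ripk3KO and 4566 (64.5%) in MlklKO, and 95.8% and 91.9% had the same sign. Log2 changes correlated across genes at r = 0.876 (Spearman 0.802) between WT and Ripk3KO and at r = 0.833 (Spearman 0.722) between WT and MlklKO, pairs of comparisons that share no libraries. On CD-LFD 52.2% and 51.5% of the 4117 WT genes were called in the same direction, and 95.2% and 84.5% had the same sign. The correlations there were r = 0.769 for Ripk3KO and r = 0.624 for MlklKO.

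How much of the WT response to CD-HFD each knockout showed was measured as a slope. Genes were chosen in 3 WT mice per diet (median 2534.5 genes over 100 splits), and the change in other mice was set against the change in those 3. The slope was 0.894 in the held-out WT mice, 0.882 in Ripk3KO and 0.878 in MlklKO. The ratio of knockout to held-out WT had a median of 0.992 for Ripk3KO (0.903 to 1.15 over the splits) and 0.985 for MlklKO (0.905 to 1.15). Per mouse the slope was 0.891 ± 0.0627 in WT (n = 6), 0.883 ± 0.0396 in Ripk3KO (n = 4) and 0.880 ± 0.0565 in MlklKO (n = 3), differences smaller than the spread between mice. In simulated data in which a knockout was given 0, 0.5 or all of the WT response, the ratio came out at 0.00159, 0.505 and 0.994. Over all alternatives the slope stayed between 0.867 and 0.913 for Ripk3KO and between 0.857 and 0.919 for MlklKO. These left out knockout libraries only. WT libraries were not left out in turn, and the alternatives added later on clock phase and WT control libraries were not applied to the slope.

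**Figure D3:**
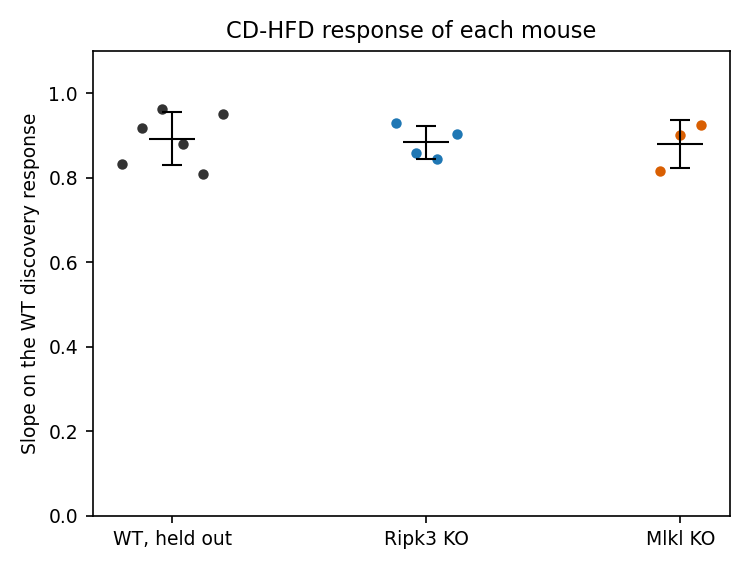
Slope of the CD-HFD change of each mouse on the change in the WT discovery mice (vertical axis, no unit), for held-out WT (n = 6), Ripk3KO (n = 4) and MlklKO (n = 3), with mean and SD. The slopes of the knockout mice lie between 0.816 and 0.929, inside the WT range of 0.808 to 0.961.

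Knockout and WT livers on CD-HFD were compared directly to ask which genes differ when necroptosis is blocked under that diet. In Ripk3KO, 56 of 14862 genes passed (31 higher, 25 lower, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 1297 had an unadjusted p under 0.05. The count was 252 when only the compared groups were fitted, and 15 without Ripk3KO CD-HFD replicate 5. The balance was 22 higher and 42 lower with library size alone. The genes higher by most in Ripk3KO (all 4 libraries above all 6 of WT) were Scara5 (log2 difference 2.02, SE 0.365, adjusted p 0.00356), Gpcpd1 (1.77, SE 0.262, adjusted p 9.29e-05), Fbxo31 (1.39, SE 0.270, adjusted p 0.00875) and Homez (1.38, SE 0.267, adjusted p 0.00875). Those lower by most were Cebpe, at least 21.4-fold lower (adjusted p 2.32e-07), Bhlha15 (-3.26, SE 0.771, adjusted p 0.0423), Hspa1b (-3.05, SE 0.686, adjusted p 0.0315) and Hspa1a (-2.59, SE 0.595, adjusted p 0.0361), the last 2 near-identical copies that share reads. Leave-one-out fits took Bhlha15 over 0.05 in 8 of 10 fits (up to 0.221 without Ripk3KO CD-HFD replicate 5), Hspa1a in 6 (up to 0.201 without WT CD-HFD replicate 3) and Hspa1b in 6 (up to 0.147 without Ripk3KO CD-HFD replicate 2). Cebpe and Homez are among the 50 tested genes on either side of Ripk3 in the GENCODE M21 gene order.

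In MlklKO on CD-HFD, 0 genes passed, and 1246 (8.38%) had an unadjusted p under 0.05. Fitting only the compared groups gave 2 genes and leaving out the library labelled MlklKO CD-HFD replicate 1 gave 1, Mlkl itself. With these group sizes, the same test recovered 44.5% of simulated 2-fold changes and 83.0% of simulated 4-fold changes for MlklKO, and 58.0% and 94.0% for Ripk3KO. Differences between the knockouts and WT on this diet correlated across genes at r = 0.516, against a median of 0.346 from the shared WT libraries alone. The simulations behind 0.346 drew genes independently, so an excess over shared libraries is not established.

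On the control diet the knockouts differed from WT in 665 genes in Ripk3KO (334 higher, 331 lower) and 4029 in MlklKO (1932 higher, 2097 lower, edgeR quasi-likelihood test). Fitting only the compared groups gave 45 and 1739, and setting apart the 4 WT control libraries of another clock phase gave 70 and 1482. Of the 12 leave-one-out fits for Ripk3KO, 6 moved the count by over 1.5 times, from 394 without Ripk3KO control replicate 3 to 1024 without WT control replicate 2. Library size alone gave 229 higher and 722 lower in Ripk3KO. In Ripk3KO the metallothioneins Mt2 (log2 difference 6.66, SE 1.01, adjusted p 4.66e-05) and Mt1 (6.18, SE 0.733, adjusted p 5.21e-07) were higher in all 6 libraries than in all 6 of WT. Cebpe (-3.80, SE 0.466, adjusted p 6.94e-07) was lower, and -6.77 without the library labelled Ripk3KO control replicate 5. Greb1l (adjusted p 0.0158) was at or under the floor of 0.722 CPM in Ripk3KO. Its WT mean of 0.613 ± 0.303 CPM was under that floor too, so the size of the fall is not bounded. Greb1l lost its call in 3 of 12 leave-one-out fits (adjusted p 0.00857 to 0.0549, the highest without WT control replicate 6) and in 3 of 9 other settings, with a difference of -1.47 and an adjusted p of 0.697 within one clock phase. In MlklKO Mt1 (7.69, SE 0.779, adjusted p 8.17e-09) and Lcn2 (7.08, SE 0.887, adjusted p 2.58e-07) were higher, and Fam83f (-3.16, SE 0.466, adjusted p 3.62e-06) and Angptl8 (-3.14, SE 0.452, adjusted p 2.41e-06) lower. Within one clock phase Fam83f was at -1.54 with an adjusted p of 0.168 (range over the settings 1.19e-08 to 0.168). Both knockouts called 537 genes on this diet, 536 of them in the same direction. The log2 differences correlated across genes at r = 0.737, against a median of 0.552 in 20 simulations with the shared WT controls alone. The simulations drew genes independently with the same dispersion in every group. The real WT controls varied more, with a median variance of 0.238 against 0.116 in Ripk3KO and 0.106 in MlklKO controls. Whether the correlation exceeds what the shared WT controls give is therefore not established.

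On CD-LFD, 164 genes differed in Ripk3KO (118 higher, 46 lower) and 381 in MlklKO (243 higher, 138 lower) from WT. With clock phase as a covariate these counts were 7 and 1, and without Ripk3KO CD-LFD replicate 2 and MlklKO CD-LFD replicate 2 they were 21 and 180. With library size alone 69 genes were higher and 74 lower in Ripk3KO, and 148 higher and 725 lower in MlklKO. By the edgeR quasi-likelihood test, Usp2 (3.52, SE 0.682, adjusted p 0.00282) and Ciart (3.17, SE 0.651, adjusted p 0.00523) were higher in Ripk3KO, and Cebpe (-5.53, SE 0.663, adjusted p 1.36e-06) and Arntl (-3.09, SE 0.656, adjusted p 0.00762) lower. In MlklKO Ciart (4.09, SE 0.623, adjusted p 9.09e-05) and Usp2 (3.73, SE 0.656, adjusted p 0.000461) were higher, and Fgf21 (-2.86, SE 0.449, adjusted p 0.000119) and Atp2b2 (-2.56, SE 0.531, adjusted p 0.00328) lower. Usp2, Ciart and Arntl are clock or clock-driven genes, all 6 WT libraries of this diet were in one clock phase and all 7 knockout libraries in the other, so genotype and time of day cannot be told apart here. Cebpe kept its call with the covariate, and the other 7 calls did not. Without Ripk3KO CD-LFD replicate 2 the Ripk3KO adjusted p rose to 0.0533 for Usp2, 0.0956 for Ciart and 0.0956 for Arntl. Arntl lost its call in 2 of the 9 leave-one-out fits.

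The interaction of genotype and diet asked whether the diet response itself differed from WT. For CD-HFD, 71 genes passed in Ripk3KO (20 with a more positive response than WT, 51 more negative) and 612 in MlklKO (235 and 377). For CD-LFD the counts were 4 (1 and 3) in Ripk3KO and 1256 (649 and 607) in MlklKO, the latter 387 and 1108 with library size alone. In MlklKO on CD-HFD, 573 of the 612 genes (93.6%) differed more between genotypes on the control diet than on CD-HFD, with a median absolute log2 difference of 1.12 against 0.22, and 587 were called between genotypes on the control diet and 0 on CD-HFD. The corresponding shares were 71.8% in Ripk3KO on CD-HFD and 81.6% in MlklKO on CD-LFD. By edgeR quasi-likelihood test, Saa2 had the largest negative interaction for CD-HFD in both knockouts (-7.67, SE 1.26, adjusted p 0.0023 in Ripk3KO, and -7.66, SE 1.40, adjusted p 0.00122 in MlklKO). In WT it was at 12.1 ± 13.5 CPM on the control diet and 85.7 ± 23.3 on CD-HFD, and in Ripk3KO at 3066 ± 3468 and 106 ± 29.7. The other named genes for Ripk3KO on CD-HFD were Lars2 (5.94, SE 1.47, adjusted p 0.0469), Rfx4 (3.37, SE 0.747, adjusted p 0.0219) and Tmc5 (-7.65, SE 1.69, adjusted p 0.0219). Lars2 lost its call in 13 of 22 leave-one-out fits and was at 1.31 with an adjusted p of 0.812 without Ripk3KO CD-HFD replicate 1, the highest of a range from 0.0309. Without the library labelled Ripk3KO control replicate 5 it was at 6.19 with an adjusted p of 0.055. It also lost its call in 6 of the 9 other settings.

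For MlklKO on CD-HFD the named interactions further included Rfx4 (3.52, SE 0.886, adjusted p 0.0174), Igfbp5 (3.17, SE 0.787, adjusted p 0.0161) and Mt2 (-7.39, SE 1.45, adjusted p 0.00266). Within one clock phase Rfx4 was at 0.26 in MlklKO (adjusted p 0.945) and 0.12 in Ripk3KO (0.99), Igfbp5 at 1.45 in MlklKO (0.474), and in Ripk3KO Lars2 at 4.36 (0.29), Tmc5 at -6.13 (0.262) and Saa2 at -8.62 (0.0714), so that none of these 6 interactions passed there. Saa2 and Mt2 in MlklKO kept their calls. On CD-LFD the 4 genes of Ripk3KO were Dlec1 (4.28, SE 0.817), Saa2 (-7.24, SE 1.38), Lcn2 (-6.83, SE 1.27) and Saa1 (-6.33, SE 1.16), each with an adjusted p of 0.0184, and the last was outside the naming rule and was chosen after its values were seen. Without Ripk3KO CD-LFD replicate 1 or replicate 2 this count was 0, and without replicate 3 it was 1. For MlklKO on CD-LFD they were Acot3 (4.90, SE 1.28, adjusted p 0.0128), Usp2 (4.84, SE 0.870, adjusted p 0.000457), Lcn2 (-6.96, SE 1.17, adjusted p 0.000271) and Mt2 (-6.94, SE 1.54, adjusted p 0.00368). With clock phase as a covariate Acot3 was at 2.67 with an adjusted p of 0.266 (range over the settings 0.00294 to 0.266). Usp2, a clock-driven gene, was at 2.39 with that covariate and kept its call. All WT CD-LFD libraries were in the same clock phase and all MlklKO ones in the other, so time of day is not excluded here.

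Gene lists fixed before the data were examined addressed processes of liver tumour development. In WT livers the score (mean log2 CPM) of the fibrosis list was 2.97 higher on CD-HFD than on control, that of the inflammation list 3.40, the proliferation list 2.18 and the list associated with hepatocellular carcinoma (HCC) 3.43. For each, all 6 CD-HFD libraries lay above all 6 control libraries, with a two-sided exact permutation p of 0.00216, the smallest that 6 against 6 allows, and an adjusted p of 0.00275 over the 14 tests of the family. The choline and methionine list fell by 0.78 and the necroptosis and cell death list rose by 0.64, with the same p. With library size alone the choline and methionine fall was smaller and lost its call (adjusted p 0.0505). Lipid handling changed by -0.28 (exact permutation p 0.19, adjusted p 0.205) and by 0.20 with library size alone, the alternative that moved it most. Taking the median over genes brought the necroptosis change to 0.31 with an adjusted p of 0.124 (range 0.00275 to 0.124). Single genes called higher and lower were 20 and 0 of 20 (fibrosis), 18 and 1 of 20 (inflammation), 19 and 0 of 20 (proliferation), 18 and 0 of 19 (HCC-associated), 5 and 8 of 17 (lipid handling), 1 and 17 of 20 (choline and methionine) and 9 and 2 of 20 (necroptosis). Adjusted over the list alone they were 20 and 0, 18 and 1, 20 and 0, 19 and 0, 5 and 8, 1 and 17, and 9 and 3.

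On CD-LFD the WT differences from control were 1.61 (fibrosis), 2.02 (inflammation), 1.44 (proliferation), 1.90 (HCC-associated) and 0.36 (necroptosis), all with an exact permutation p of 0.00216 and an adjusted p of 0.00275. Choline and methionine metabolism differed by -0.44 (exact permutation p 0.0281, adjusted p 0.0328), which was over 0.05 in 6 of the leave-one-out tests, and lipid handling by 0.24 (exact permutation p 0.327, adjusted p 0.327). Genes called higher and lower were 17 and 0, 16 and 0, 15 and 0, 12 and 0, 6 and 2, 1 and 12, and 4 and 5 in the same order of lists. Adjusted over the list alone they were 19 and 0, 16 and 0, 16 and 0, 13 and 0, 6 and 3, 1 and 13, and 4 and 5.

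**Figure D4:**
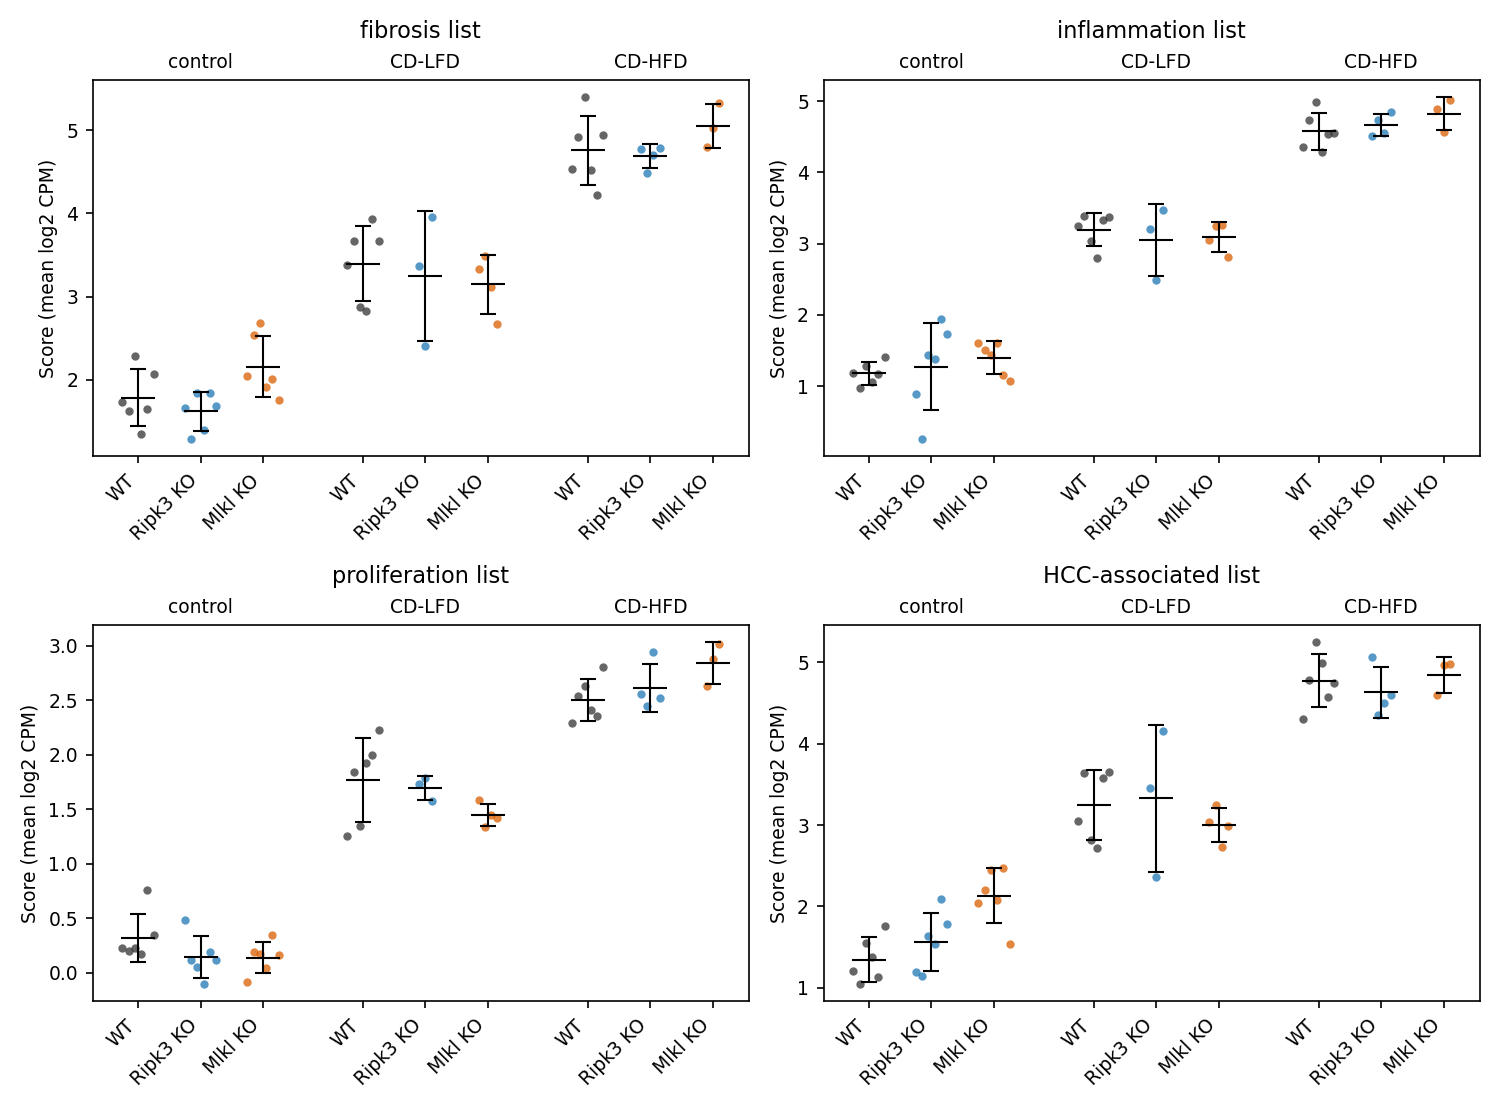
Scores (mean log2 CPM over the genes of a list) of 4 gene lists in each of the 44 libraries, by diet and genotype, with the mean and SD of each group. The CD-HFD scores of WT lie at 4.23 to 5.40 for fibrosis and 4.31 to 5.25 for the HCC-associated list, and those of the knockouts on that diet lie at 4.49 to 5.32 and 4.35 to 5.07.

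Between knockout and WT on CD-HFD, none of the 14 list tests had an adjusted p under 0.05, and 2 had an unadjusted p under 0.05. For Ripk3KO the score differences were -0.07 (fibrosis), 0.09 (inflammation), 0.11 (proliferation), -0.15 (HCC-associated), 0.11 (lipid handling), 0.24 (choline and methionine, exact permutation p 0.0524) and -0.15 (necroptosis). The last had an exact permutation p of 0.0143 and an adjusted p of 0.2, with all 4 libraries under the WT mean, and its list contains Ripk3 and Mlkl. Taken as the median over genes it was 0.06. For MlklKO the differences were 0.29, 0.25, 0.34, 0.07, 0.06, 0.16 and -0.08 in the same order. Proliferation had an exact permutation p of 0.0357 and an adjusted p of 0.244, with all 3 libraries above the WT mean. The smallest p the design allows is 0.00476 for 6 against 4 and 0.0119 for 6 against 3, so that after adjustment over the 14 tests a list that differs alone cannot fall under 0.05 whatever its difference, and the absence of a call does not show that a list was unchanged. The number of single list genes called was 0 in each list except necroptosis in Ripk3KO, where 1 was lower, Ripk3 itself. Adjusted over the list alone, 3 choline and methionine genes were higher in Ripk3KO, and 1 necroptosis gene was lower in each knockout.

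The interaction of the scores with genotype on CD-HFD passed in none of 14 tests (two-sided exact permutation of genotype labels within diets), and 4 had an unadjusted p under 0.05. In MlklKO the proliferation score differed by 0.52 (exact permutation p 0.00718, adjusted p 0.1), the HCC-associated score by -0.71 (exact permutation p 0.0424, adjusted p 0.148) and the necroptosis score by -0.27 (exact permutation p 0.0212, adjusted p 0.108). In Ripk3KO the necroptosis score differed by -0.27 (exact permutation p 0.0232, adjusted p 0.108) and the other 6 by -0.36 to 0.29. Without the library labelled MlklKO CD-HFD replicate 1 the MlklKO proliferation interaction was 0.62 with an adjusted p of 0.0238 (range over the alternatives 0.0238 to 0.21), and the MlklKO necroptosis interaction was -0.33 with an adjusted p of 0.0468. The HCC-associated score on the control diet was 2.13 ± 0.342 in MlklKO and 1.35 ± 0.274 in WT (n = 6 each), against 4.85 ± 0.221 (n = 3) and 4.78 ± 0.326 (n = 6) on CD-HFD. This list contains Lcn2, higher in MlklKO controls by a log2 difference of 6.60 to 7.62 over leave-one-out fits. The median gene of the list had an interaction of -0.148, and 2 of 19 genes were called. Single genes such as Lcn2 thus weigh on the mean score.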

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

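The tests of the control-diet differences by library number, by the 2 WT control libraries and by clock phase were chosen only after the results they address had been seen, and the test of spread and the position of the library labelled Ripk3KO control replicate 5 were set beforehand. In all, 77 tests for a library far from its group were made over 11 measures; 6 stood out, and 3.85 are given by chance.

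WT CD-LFD replicate 3 had 26.394 log2 total counts, against 22.242 to 22.793 in the other 5 libraries of its group, and 26440 genes detected against 19193 to 20881. MlklKO CD-LFD replicate 1 had 23.572 log2 total counts against 22.667 to 22.816 in the other 3. Both stood out by their distance from the other libraries of their group. Genes detected and total counts are not separate measures, since both depend on depth. The WT comparison of CD-LFD with control gave 3204 to 5313 genes over the fits that each left out 1 library, and no biological explanation was tested.

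WT control replicate 5 had a proliferation score of 0.758, against 0.171 to 0.350 in the other 5 WT control libraries. With WT control replicate 6 it held the most counts of predicted genes (1.16% and 1.44% of counts). Of the 100 genes most raised in these 2 libraries against the other WT controls, 85 were predicted genes, and of the 100 most lowered 15 were, against 10.8% of the tested genes. The cause was not tested. Of 100 splits of the 12 WT control and CD-LFD libraries, 2 gave as many genes as the real one, which gave 4117. The other gave 6354 and put WT control replicates 5 and 6 with CD-LFD replicates 2, 4, 5 and 6. Without those 2 controls the real split gave 6381.

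The library labelled Ripk3KO control replicate 5 had 1.0124 CPM of Ripk3, against 0 to 0.263 in the other 5 of its group, and 6.5243 CPM of Mlkl, against 2.05 to 3.52. A WT library under this label is one candidate explanation. Over 9 genes near Ripk3 that separate Ripk3KO from WT on the other 2 diets, it lay at 0.330 on a scale where the other Ripk3KO controls lay at 0.988 to 1.26, the WT controls at -0.394 to 0.231 and the MlklKO controls at 0.118 to 0.28. It lay outside the range of each genotype, so that a WT library under this label cannot be told apart from a Ripk3KO library. A mixture of RNA and a difference in the chromosome segment around Ripk3 were not tested. Its acute-phase score, 9.51, was far above the WT control range of 5.77 to 6.37. Without it, the Ripk3KO differences from WT on the control diet were 468 genes against 665, the CD-HFD response was 6555 against 6884, and the CD-HFD interaction was 58 against 71.

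The interaction of genotype and diet differed from 0 for 71 genes in Ripk3KO on CD-HFD, 4 in Ripk3KO on CD-LFD, 612 in MlklKO on CD-HFD and 1256 in MlklKO on CD-LFD. When genotype labels were redrawn within diets, 7 of 100 splits gave at least 71 genes, 15 of 100 gave at least 4, 5 of 100 gave at least 612 and 2 of 100 gave at least 1256, the real one included each time. Without the real one, other splits reached the first 3 counts in 6, 14 and 4 of 100 draws and the last in 1, and no difference in diet response beyond such splits was shown for the first 3. For the last, all WT CD-LFD libraries were in the same clock phase and all MlklKO CD-LFD libraries in the other. Time of day is therefore not excluded as a source of that count. For the differences from WT on the control diet, from which most of these interactions came, 5 of 100 splits gave at least the 665 genes of Ripk3KO, and 1 of 100, the real one, gave at least the 4029 of MlklKO. The other 4 for Ripk3KO gave 1422 to 2451 genes, and 3 of them put WT control replicates 5 and 6 together with Ripk3KO control replicates 1 and 2. Without those WT controls the real comparison gave 352 genes.

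That MlklKO differed from WT in 4029 genes on the control diet and in 0 on CD-HFD (1246 with an unadjusted p under 0.05) was set against 4 technical explanations. The values argue against each of them as the whole cause, except time of day, which was not decided. With 3 MlklKO control libraries, as many as on CD-HFD, the lowest of 20 subsets still gave 1383 genes. Without the 2 WT controls rich in predicted genes it gave 2809, and with clock phase as a covariate 2528. That covariate did not match time of day between the groups. The log2 ratio of Arntl to Dbp was -4.96 to -3.67 in MlklKO controls, against -5.79 and -7.88 in the WT controls of the same phase. More spread between CD-HFD libraries is argued against, with a median variance 0.435 of that between control libraries. Wider spread between control libraries could add calls there, since the main test shared dispersion over all groups. When only the compared groups were fitted, the control diet still gave more genes than CD-HFD, though fewer than 4029. A part in the difference, rather than the whole, is not excluded for library number, the 2 WT controls or the shared dispersion. The count fell in each of these tests. For time of day, neither a part nor the whole is excluded. A genotype effect that is present on chow, a difference between colonies or cages, and a difference in the manner of collection stay open, and the labels separate none of them.

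For Ripk3KO, with 665 genes on the control diet and 56 on CD-HFD, more spread between CD-HFD libraries is argued against in the same way. The variance between CD-HFD libraries was 0.348 of that between control libraries. Wider spread on the control diet could add calls there, and the order of the 665 and 56 depended on the shared dispersion estimate. When only the compared groups were fitted, fewer genes passed on the control diet than on CD-HFD. With 4 Ripk3KO control libraries the lowest of 15 subsets gave 236 genes, without the 2 WT controls the count was 352, and with the clock covariate it was 123. As other splits of the control-diet libraries match the 665 genes, library number, the 2 WT controls and time of day cannot be told apart from a genotype difference for Ripk3KO.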

How the results depend on the processing

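The alternatives on clock phase and on the 2 WT control libraries were chosen only after the data had been seen, and the rest beforehand. Of all the results compared with their alternatives, 1103 kept their direction and side of the threshold (or stayed within 1.5 times, or within 1 SD), 86 counts moved further, 45 reversed, 6 became stronger and 12 weaker. Of the single named genes, 1564 kept their call, 109 lost it and 2 reversed. Where no cause is given, the cause was not tested.

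The counts of CD-HFD against control stayed within 1.5 times in all 3 genotypes under every alternative (lowest 4895 in WT, with only the compared groups fitted), and ranged over the fits leaving out 1 library from 6486 to 7587 in WT, 5850 to 7001 in Ripk3KO and 5653 to 6814 in MlklKO. The same fits gave 3204 to 5313 for CD-LFD in WT, 4316 to 5643 for CD-LFD in MlklKO, 2498 to 3238 for CD-HFD against CD-LFD in WT, and 3126 to 4418 for MlklKO against WT on the control diet.

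Fitting only the compared groups, which leaves fewer libraries to estimate the dispersion, gave 1814 genes for CD-LFD against control in WT and 2252 in Ripk3KO. It gave 45 for Ripk3KO against WT on the control diet and 252 on CD-HFD, 1739 for MlklKO against WT on the control diet, 2 on CD-HFD and 576 on CD-LFD. The interactions were 20 (Ripk3KO, CD-HFD), 0 (Ripk3KO, CD-LFD), 235 (MlklKO, CD-HFD) and 741 (MlklKO, CD-LFD).

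Without WT control replicates 5 and 6 the counts were 6381 for CD-LFD in WT, 352, 123 and 278 for Ripk3KO against WT on control, CD-HFD and CD-LFD, and 2 and 682 for MlklKO against WT on CD-HFD and CD-LFD. The interactions were 149 and 15 in Ripk3KO and 993 for CD-HFD in MlklKO.

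With clock phase as a covariate, Ripk3KO against WT gave 123 genes on the control diet and 7 on CD-LFD, MlklKO against WT 2528 and 1, and the Ripk3KO interaction with CD-HFD 25. Usp2 (-0.075) and Ciart (-0.57) reversed in Ripk3KO on CD-LFD, as they follow the clock and all WT libraries of that diet were in one phase. Within one phase, which leaves 2 WT control libraries, Ripk3KO against WT gave 70 on the control diet and 34 on CD-HFD, MlklKO against WT 1482 on the control diet, and the CD-HFD interactions 2 and 392.

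DESeq2 gave 122 and 266 genes for Ripk3KO against WT on CD-HFD and CD-LFD, 632 for MlklKO on CD-LFD, and interactions of 212 and 36 in Ripk3KO on CD-HFD and CD-LFD and 976 in MlklKO on CD-HFD. The interaction of Ripk3KO with CD-LFD was 22 with no count filter, 0 with the robust fit and 0 with the replicate block. Numbers did not pair the libraries: residuals correlated at a mean of 0.0127 over 146 pairs with the same number and -0.00238 over 707 others, and with the block CD-HFD against control in WT gave 7057 genes.

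Library size only gave 873 genes for MlklKO against WT on CD-LFD and moved the balance of higher and lower genes. The lipid handling score then reversed to 0.20 in WT on CD-HFD and became 0.53 on CD-LFD, past the threshold, while the choline score was weaker at -0.29 and -0.14. The inflammation score reversed to -0.00118 for Ripk3KO on CD-HFD and to 0.00600 in its interaction, and to 0.00535 there with RLE size factors. TMM factors averaged 0.813 to 0.891 on the control diet and 1.18 to 1.26 on CD-HFD in these libraries.

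With the median over genes, the necroptosis score was weaker in WT at 0.31 (CD-HFD) and 0.11 (CD-LFD). Reversed were fibrosis 0.059 and necroptosis 0.062 for Ripk3KO against WT on CD-HFD, HCC-associated -0.13 and necroptosis 0.091 for MlklKO, and the interactions inflammation 0.19 and lipid handling -0.19 in Ripk3KO and fibrosis 0.023 and lipid handling 0.28 in MlklKO. With genes at unit SD, choline in WT on CD-LFD was weaker (-0.65), and the interactions of inflammation in Ripk3KO (0.029) and lipid handling in MlklKO (0.043) reversed. All of the reversed list results had an adjusted p over 0.05 in both forms.

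The fits leaving out 1 library ranged as follows. CD-LFD in Ripk3KO gave 1390 (without Ripk3KO CD-LFD replicate 3) to 4105. Ripk3KO against WT gave 394 (without Ripk3KO control replicate 3) to 1024 (without WT control replicate 2) on the control diet, where 6 of 12 libraries moved it over 1.5 times, 15 (without Ripk3KO CD-HFD replicate 5) to 50 on CD-HFD, where 7 of 10 did, and 21 (without Ripk3KO CD-LFD replicate 2) to 169 on CD-LFD, where 4 of 9 did. MlklKO against WT gave 0 to 1 on CD-HFD (1 without MlklKO CD-HFD replicate 1) and 180 (without MlklKO CD-LFD replicate 2) to 436 on CD-LFD, where 5 of 10 moved it. The interactions were 17 (without Ripk3KO CD-HFD replicate 5) to 169 (without Ripk3KO control replicate 1) and 0 (without Ripk3KO CD-LFD replicate 1) to 26 (without Ripk3KO control replicate 1) in Ripk3KO, and 195 (without MlklKO CD-HFD replicate 4) to 1265 (without MlklKO control replicate 6) and 829 (without MlklKO control replicate 1) to 1868 (without MlklKO control replicate 6) in MlklKO.

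Ripk3 in Ripk3KO against WT on the control diet ranged from -3.54 (a fitted value, with Ripk3KO under the floor) to -1.71 (weaker without WT control replicate 6), and Mlkl in MlklKO against WT on CD-HFD from -2.08 (past the threshold without MlklKO CD-HFD replicate 1) to -0.95 (without MlklKO CD-HFD replicate 4). Choline in WT on CD-LFD ranged from -0.54 to -0.37 and lost its call without WT control replicates 1, 2, 3 or 4 or CD-LFD replicates 5 or 6. On CD-HFD, fibrosis in Ripk3KO ranged from -0.18 to 0.059, and in MlklKO the HCC-associated list from -0.020 to 0.20 and lipid handling from -0.016 to 0.16. Interactions in Ripk3KO ranged from -0.010 to 0.22 (fibrosis) and -0.21 to 0.13 (inflammation). In MlklKO they ranged from -0.22 to 0.046 (fibrosis), -0.065 to 0.16 (inflammation), -0.15 to 0.048 (lipid handling), 0.43 to 0.62 (proliferation, past the threshold without MlklKO CD-HFD replicate 1 or WT CD-HFD replicate 6) and -0.34 to -0.22 (necroptosis, past it without MlklKO control replicate 6 or MlklKO CD-HFD replicate 1). The retained response kept within 1 SD between mice in all alternatives applied to it, none of which left out a WT library.

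Among named genes, calls at an adjusted p under 0.05 were lost in most leave-one-out fits for Bhlha15, Hspa1a, Hspa1b and Lars2, as given with their values. Of the rest, leave-one-out fits lost the call of Rfx4 in 5 of 22 (Ripk3KO) and 2 of 21 (MlklKO), of Dlec1 in 4 of 21, of Saa2 and Lcn2 in Ripk3KO on CD-LFD in 3 of 21, of Tmc5 in 3 of 22, of Igfbp5 in 2 of 21 and of Acot3 in 1 of 22. They also lost the call of Greb1l in 3 of 12 and, in Ripk3KO on CD-LFD, of Arntl in 2 of 9 and of Usp2 and Ciart in 1 of 9 each. The settings that kept all libraries or left out several lost the call of Lars2 in 6 of 9, of Dlec1 in 4 of 9 (adjusted p up to 0.0997), of Saa2 and Lcn2 in Ripk3KO on CD-LFD in 3 of 9 (up to 0.461 and 0.317, with only the compared groups fitted), of Greb1l in 3 of 9, of Rfx4 in both knockouts, Tmc5, Hspa1a (up to 0.172) and Hspa1b (up to 0.102) in 3 of 10, of Igfbp5 and Bhlha15 (up to 0.0664) in 2 of 10, and of Saa2 in Ripk3KO on CD-HFD in 1 of 10. Low counts limit what can be said of Ripk3 itself, with 46 counts in all in the 6 WT control libraries.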

Other observations

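The tests of clock phase, of genes near Ripk3 and Mlkl, of a WT library under the label MlklKO CD-HFD replicate 1 and of glucocorticoid exposure were chosen only after the results had been seen. The acute-phase list was chosen after Saa2, Lcn2, Mt1 and Mt2 had been seen, and before the values of its own members, with Saa1 a possible exception. Saa1 is a member of the list and was among the genes called in the Ripk3KO interaction with CD-LFD. The test of Ripk3KO RNA mixed into a library was set beforehand.

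Other splits of the same libraries into groups of the same sizes were fitted for each comparison. The number that gave as many genes as the real split, itself included, was 1 of 100 for CD-HFD against control in WT and in Ripk3KO, 1 of 84 in MlklKO, 1 of 84 for CD-LFD in Ripk3KO and 1 of 100 in MlklKO. It was 1 of 100 for CD-HFD against CD-LFD in WT. Between Ripk3KO and WT it was 1 of 100 on CD-HFD and 1 of 84 on CD-LFD, and between MlklKO and WT it was 1 of 100 on CD-LFD. Between MlklKO and WT on CD-HFD the real split gave 0 genes, a count that any split reaches, so that this test is void there.

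Genes changed in the same direction at an unadjusted p under 0.05 on all 3 diets were counted along the gene order. Of 156 such genes in Ripk3KO, 7 lay within 50 tested genes on either side of Ripk3, where 1.05 are expected, and 0 of 14629 other windows held as many (0%, the highest held 5). They were Ebpl, Spryd7, Psmb5, Cdh24, Cebpe, Ppp1r3e and Gm16573. Strain variants carried along with the knocked-out gene may explain them, and an effect of the deleted sequence on its neighbours was not tested. In MlklKO 1 of 116 genes, Osgin1, lay near Mlkl, and 51.4% of 14629 windows held as many, which argues against such a cluster around Mlkl.

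The library labelled MlklKO CD-HFD replicate 1 had 14.4 CPM of Mlkl against 6.02 and 3.55 in the other 2. Over 129 genes that separate MlklKO from WT on the other diets, it differed from WT by 0.410, against -0.253 to 0.242 in WT CD-HFD libraries and 0.476 and 0.440 in the other MlklKO libraries. Ripk3KO CD-HFD libraries, which were not WT either, lay at 0.208 to 0.457. This argues against a WT CD-HFD library under this label. RNA of a Ripk3KO liver as the main part of this library is argued against by a position of 0.184 on the genes near Ripk3, where Ripk3KO CD-HFD libraries lay at 0.766 to 1.13. A smaller share is not excluded. The other MlklKO CD-HFD libraries lay lower, at 0.111 and -0.0818. Ripk3 itself was at 2.01 CPM, against 4.07 and 3.38 in those libraries and 2.62 to 5.94 in WT CD-HFD libraries. A WT mouse kept with the knockouts, WT RNA mixed in, or a higher level of the remaining Mlkl transcript in this mouse could each give such a value, and these were not tested.

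Clock genes were among those with the largest differences between both knockouts and WT on CD-LFD. All 13 of 13 libraries of that diet followed genotype in the ratio of Arntl to Dbp (6 WT on one side, 7 knockout on the other), so that a difference in time of day at collection and an effect of genotype cannot be told apart. On the control diet the WT libraries themselves were split, with 4 on the side of the WT CD-LFD libraries and 2 on that of the knockouts.

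The 536 genes changed alike in both knockouts on the control diet were set against 2 hypotheses. An acute-phase response in the knockout control livers predicted that acute-phase genes would be higher in both. Of 15 such genes, 14 were higher and past the threshold in both (Hamp was the exception), with a median log2 difference of 1.77 in Ripk3KO and 1.83 in MlklKO, at percentile 100 among random lists of matched expression. Some members (Saa1 and Saa3, and Orm1 to Orm3) are paralogs that share reads. The score was 8.0 ± 1.32 (6.41 to 9.51, n = 6) in Ripk3KO control, 8.06 ± 0.736 (6.81 to 8.81, n = 6) in MlklKO control and 6.08 ± 0.226 (5.77 to 6.37, n = 6) in WT control livers. On CD-LFD 0 of the 15 genes passed in either knockout, but 13 were higher in Ripk3KO and 11 in MlklKO, with medians of 0.25 and 0.32 at percentiles 95.5 and 98.4, and the scores of all 7 knockout libraries (7.13 to 7.53) lay above those of all 6 WT ones (6.83 to 7.06), a smaller difference in the same direction. On CD-HFD 0 passed, 10 and 5 were higher, and the medians were 0.12 and -0.08 at percentiles 82.5 and 15.9. The score of WT rose with diet, to 6.95 on CD-LFD and 7.34 on CD-HFD. An acute-phase response is consistent with these values. Whether it came from genotype, colony, housing, infection or handling at collection was not tested. For glucocorticoid exposure, 8 of 10 responsive genes were higher in Ripk3KO (2 past the threshold) and 6 in MlklKO (5 past it), with medians of 0.28 and 0.67 at percentiles 98.9 and 99.96. The list as a whole was thus high in both, while 6 genes were higher in both and 2 passed in both, fewer than the 8 that were asked for. As members went both ways, the test does not decide, and glucocorticoid exposure stays open beside an acute-phase response.

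Marker lists gave the following differences between CD-HFD and control in WT livers, which are scores and name no cell as the source. The male-type liver list changed by -3.11, the hepatocyte list by -0.64, and the cholangiocyte list by 2.98 (9 of 10 genes used), the macrophage list by 2.21, the stellate cell list by 1.42, the T and B cell list by 1.39 and the immediate early list by 1.36. The sex list changed by -0.76 and the clock list by 0.33. Fewer than 80% of genes were left for the female-type liver (4 of 10), adipose (6 of 10), blood (6 of 11) and pancreas (1 of 15) lists, so those checks are void. Their differences were 2.81, -0.35, -0.47 and -1.15.

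The Y-linked gene Ddx3y was counted in all 44 libraries, at 33.8 CPM or more. Xist, which is expressed from an inactive X chromosome, was at 11.7 CPM (144 counts) in Ripk3KO CD-LFD replicate 3 and at 1.91 CPM or less in the other 43. That library held 50.1 CPM of Ddx3y, against 38.9 and 33.8 in the other 2 of its group. Without it, CD-LFD against control in Ripk3KO gave 1390 genes in place of 3576. RNA of a female liver mixed into it was not tested, nor was any other cause.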
